A study of Drosophila melanogaster with 6 samples. Its data were reported in "Increased mitochondrial and lipid metabolism is a conserved effect of Insulin/PI3K pathway downregulation in adipose tissue" (2020).

How the data were processed

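RNA was sequenced from dissected fat bodies of adult female Drosophila melanogaster aged 7 to 10 days. The labels place the 6 libraries in 2 groups of 3. FB-Dp110DN flies expressed a dominant-negative form of Dp110, the catalytic subunit of a phosphoinositide 3-kinase of the insulin pathway, under a fat body driver. FB-GAL4 flies carried the driver alone and served as the control. Per the labels, each library was made by an mRNA protocol from 1 ug of RNA with 10 PCR cycles, and 5 flies went into each sample. The study's methods give another number of fat bodies per sample, and this difference was not resolved here.

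Reads were paired-end and, per the study's methods, were aligned by the authors with TopHat to the fly genome release BDGP5.70 and counted per gene with HTSeq. The strand setting of the counting is not given, so overlapping and antisense genes are uncertain, and near-identical family members may share reads. One table held all libraries. Its 6 count columns were deposited by the authors as raw read counts per gene, without normalization. The same table held the authors' own DESeq2 comparison. Its mean column is a signal averaged by the authors over all libraries from counts divided by DESeq2 size factors. Its fold change and standard error columns are the authors' log2 estimates, fitted with the processing day as a covariate. Its statistic column is the authors' Wald score, and its last columns are the authors' p-value and adjusted p-value. The sign of the deposited log2 fold change was checked against the counts and is the control over FB-Dp110DN, the opposite of the direction used here. The authors' columns were used only for description, and all tests below were run on the deposited counts.

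The table listed 15682 genes by FlyBase identifier, of which 15002 matched a symbol in the reference name table. The other 680 held between 5.91% and 7.11% of the counts of a library and stayed in the gene tests under their identifiers. The annotation at hand was of the later build BDGP6. It was used for symbols, chromosome arms, gene order and exonic length only, and no coordinates are given because the counts rest on another build. GC content was not analysed here.

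Total counts ranged from 22607341 to 36870161 per library. At least 1 count was found in some library for 13108 genes. A gene at or under 3 counts in each library of a group was treated as at the floor, and a fold against such a group is given as a lower bound. Counting error is all that this floor covers, since PCR copies are not independent molecules.

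Genes were tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3. Low genes were removed with filterByExpr, which left 10398 genes, and libraries were scaled with TMM factors. The model held the group and the replicate number as a block. The pairing comes from the replicate numbers in the sample titles, together with the series design, by which samples were prepared on different dates, and with the study's methods, by which mutant and control samples of a day were paired. Control replicates 2 and 3 carry the same sample description, so their numbers rest on the titles alone. Whether the numbers pair the libraries was checked by correlating, across genes, each library's deviations from its group mean. Benjamini-Hochberg adjusted p-values under 0.05 were taken as calls. Standard errors of log2 fold changes were computed as the absolute log2 fold change over the square root of the F statistic. Library-scaled expression (CPM) was computed with TMM-scaled library sizes, and log2 CPM with a prior count of 2. Gene sets were tested 2-sided with limma 3.58.1 camera, with its preset inter-gene correlation of 0.01, on log2 CPM in the same design, and p-values were adjusted over 14 sets. The sets were lists of symbols written by hand before the counts were examined but after the study's enrichment results had been read, so their topics are not independent of the study. Camera compares a set with the other genes and does not allow for replicate spread in the way that a self-contained test does, so limma fry was run beside it.

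The genes named were fixed by a rule written before the data were examined. They are Pi3K92E, which encodes Dp110, then 10 fly genes that the study names or whose mammalian orthologues it names, and up to 5 rising and 5 falling genes of smallest p-value among calls with the same sign in all 3 same-numbered pairs. Any other gene is named as chosen after its values were seen. The alternatives were the model without the block, DESeq2 1.42.0 size factors, the DESeq2 Wald test, no filter, at least 10 counts in every library, each replicate pair left out, adjusted p thresholds of 0.1 and 0.001, fry, and the removal of mitochondrial-genome genes. The legacy and robust forms of the edgeR test and limma-voom were added after the data had been seen.

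The code was tested on simulated counts for 10398 genes with the means and library sizes of the real libraries, of which 200 were changed by 2 on the log2 scale. The edgeR test called 189 of the 200 changed genes and 17 unchanged genes, and DESeq2 called 188 and 29. Each gene was drawn on its own from a negative binomial with the dispersion of the real fit. Shifts shared between genes within a library were therefore absent. These calls test the code and do not give the power or the error rate on the real data. The mean log2 fold change recovered for raised genes was 2.01. A set of 60 genes shifted by 0.5 gave a mean of 0.43. Other computations and plots used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9. Libraries of a group were compared with each other by a chi-square over genes. The lowest value per degree of freedom within a group was 62.4, so replicates differed by more than counting error. Counting error is the only noise that this chi-square covers.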

Results

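The transcriptome of the adult female fat body, the fly tissue that stores fat and carries out functions of liver and adipose tissue, was compared between FB-Dp110DN and FB-GAL4 flies, with 3 libraries in each group. The comparison addressed which genes respond when Dp110 signalling is lowered in this tissue. The FB-Dp110DN libraries held 23042134, 36870161 and 33748811 counts for replicates 1, 2 and 3. The FB-GAL4 libraries held 34435224, 22607341 and 28559127 counts. The number of genes with any count was 11898 ± 151 (SD, n = 3) in FB-Dp110DN and 11860.0 ± 237 (SD, n = 3) in FB-GAL4. Depth therefore overlapped between the groups. The first principal component of log2 CPM held 46.6% of the variance and set replicate 3 of both groups apart from the other libraries. The second held 25.7% and separated the groups. Replicate 3 also differed in make-up. Muscle structure genes held 4.55% of its counts in FB-Dp110DN and 3.18% in FB-GAL4, against 1.04% to 1.44% in the other libraries. Genes of the mitochondrial genome held 17.1% and 12.3%, against 6.84% to 8.36%. Gut protease markers held 0.596% and 0.808%, against 1.81% to 2.80%.

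The overexpressed gene was examined first. The transgene is a mutated Dp110, so its reads are counted on Pi3K92E (FBgn0015279, arm 3R). Pi3K92E stood at 827 ± 455 CPM (SD, n = 3) in FB-Dp110DN and at 88.3 ± 6.66 CPM (SD, n = 3) in FB-GAL4, a 9.36-fold higher mean. The 3 FB-Dp110DN libraries gave 20264, 42707 and 10089 counts and the 3 FB-GAL4 libraries 2852, 2217 and 3012, so that every library lay on the side its label gives. The log2 fold change was 3.05 (SE 0.40), and in the same-numbered pairs it was 3.46, 3.79 and 1.87. The adjusted p-value of the edgeR quasi-likelihood test was 0.153 with the replicate block and 0.129 without it, where the log2 fold change was 3.23. The mean correlation of deviations between same-numbered libraries, across genes, was 0.399. The difference therefore did not pass the 0.05 threshold in this test. It passed in the DESeq2 Wald test, with an adjusted p-value of 5.1e-17. It also passed in the edgeR fit without replicate 3, the alternative that moved it most. There the log2 fold change was 3.63 and the edgeR adjusted p-value 1.8e-32. That fit left out the pair with the lowest value, 1.87, and gave every gene a shared quasi-dispersion. Its p-value therefore does not measure the replicate spread of Pi3K92E.

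Across all 10398 tested genes, the edgeR quasi-likelihood test with the replicate block called 3 genes at an adjusted p-value under 0.05. All 3 were higher in FB-Dp110DN and 0 were lower. Without the block the same test called 0 genes, with a lowest adjusted p-value of 0.0886. The mean correlation of deviations was 0.399 between same-numbered libraries, with values of 0.416, 0.189 and 0.590 for replicates 1, 2 and 3. Between libraries of different number it was -0.181, a mean that centring on groups of 3 pulls below 0. Replicate 3 was set apart, but replicates 1 and 2 were not shown to be paired. Replicate 1 of FB-Dp110DN correlated at 0.384 with replicate 2 of FB-GAL4, and replicate 2 of FB-Dp110DN at 0.221 with replicate 1 of FB-GAL4. At an unadjusted p-value under 0.05 the block model held 2717 genes, 26.1% of those tested against 519.9 expected by chance, of which 1421 were higher and 1296 lower. With DESeq2 size factors in the same model it held 2750, of which 1661 were higher and 1089 lower. The model without the block held 2551 such genes, of which 928 were higher and 1623 lower. Of the tested genes, 56.0% changed with the same sign in all 3 pairs, against 25% expected by chance. The adjusted p-values were tied, and 1299 genes shared the value 0.153. The alternative that moved the count most was the DESeq2 Wald test with the same block, which called 969 genes, 617 higher and 352 lower. Of these 969 genes, 962 had an unadjusted edgeR p-value under 0.05, and all 969 had the same direction in both tools.

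**Figure D1:**
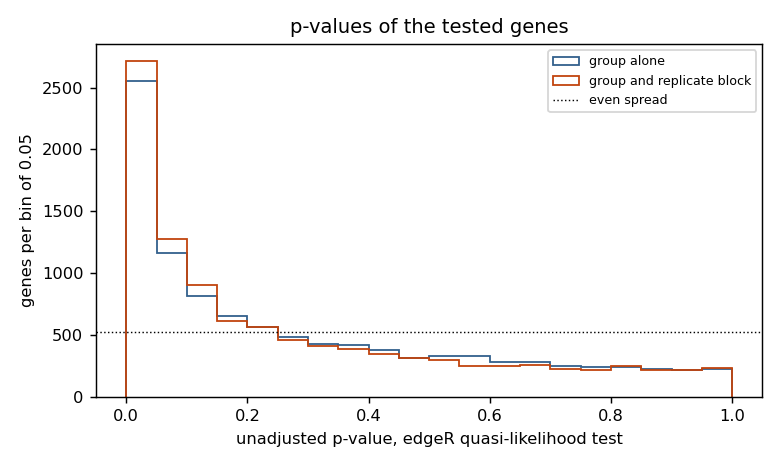
Histogram of unadjusted p-values of the edgeR quasi-likelihood test in 10398 genes (x axis, p-value in bins of 0.05; y axis, genes per bin), with the replicate block and without it; the dotted line is an even spread. The lowest bin holds 2717 genes with the block and 2551 without it, against 519.9 for an even spread.

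The 3 called genes rose in each of the 3 pairs, and no falling gene met the naming rule. Lime (FBgn0033458, arm 2R) stood at 10.6 ± 2.66 CPM (SD, n = 3) against 0.418 ± 0.152 CPM (SD, n = 3) in FB-GAL4. Its log2 fold change was 4.65 (SE 0.26), with an edgeR adjusted p-value of 0.0178. Marc (FBgn0033451, arm 2R) stood at 16.9 ± 4.39 CPM (SD, n = 3) against 2.42 ± 0.907 CPM (SD, n = 3). Its log2 fold change was 2.83 (SE 0.19), with an edgeR adjusted p-value of 0.0236. TotA (FBgn0028396, arm 3R), a member of the Turandot family, stood at 542 ± 576 CPM (SD, n = 3) against 142 ± 149 CPM (SD, n = 3). The spread between replicates of TotA exceeded the group means, but the pairs gave close log2 fold changes of 2.00, 1.74 and 1.94. Its fitted log2 fold change was 1.90 (SE 0.13), with an edgeR adjusted p-value of 0.0236. In the model without the block, the adjusted p-values were 0.0886 for Lime, 0.129 for Marc and 0.284 for TotA. The mean correlation of same-numbered libraries was 0.399, as above. Lime and Marc lie within a window of 100 tested genes on 2R that held 6 of the 50 genes of smallest p-value. Reads of Turandot genes may be shared between family members.

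**Figure D2:**
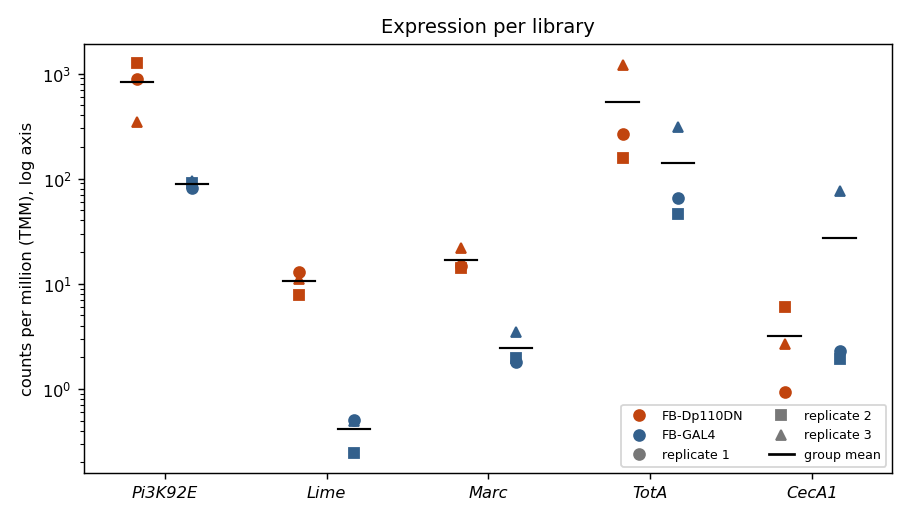
Expression of 5 genes per library (y axis, TMM-scaled CPM on a log axis; x axis, gene), with a symbol for each replicate and a line for the group mean. Pi3K92E, Lime, Marc and TotA lie higher in FB-Dp110DN in every pair, whereas CecA1 is highest in replicate 3 of FB-GAL4, at 2457 counts against 81 and 47 in replicates 1 and 2.

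Genes of the mitochondrial respiratory chain, which the study describes as the main rising group, were tested as a set. All 68 tested genes of the set had a higher estimate in FB-Dp110DN, with a mean log2 fold change of 0.53, and 58 of the 68 had an unadjusted p-value under 0.05. The same-numbered pairs gave means of 0.17, 0.63 and 0.78, a pair mean of 0.53 ± 0.32 (SD, n = 3 pairs). The adjusted p-value of limma camera was 2.6e-15 with the replicate block. Without the block it was 5.8e-10 at a mean of 0.58, and the mean correlation of same-numbered libraries was 0.399. The alternative that moved this most was the self-contained test limma fry, whose adjusted p-value was 0.222. The set therefore stood apart from other genes, but its shift did not pass the threshold once tested against the replicate spread alone. With the muscle structure set as a covariate over the 6 libraries, 50.3% of the group difference was left without the replicate block, and with the block the remainder was -0.08 on the log2 scale. The 13 protein genes of the mitochondrial genome, encoded apart from the nuclear part of the chain, were all higher, with a mean of 0.54 and pair means of 0.10, 0.49 and 1.01. Their adjusted camera p-value from limma was 2.7e-04 with the block and 0.0141 without it. The muscle structure set, whose genes are also markers of a tissue next to the fat body, was higher as well. In this set 27 of 28 genes rose, with a mean of 0.59 and pair means of 0.24, 0.74 and 0.80. Its adjusted limma camera p-value was 2.9e-09 with the block and 4.8e-04 without it.

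The cell cycle set, reported by the study as falling, was lower in FB-Dp110DN. Of its 90 tested genes, 89 had a lower estimate, and the mean log2 fold change was -0.72. The pairs gave -0.38, -1.18 and -0.61, a mean of -0.72 ± 0.41 (SD, n = 3 pairs). The adjusted limma camera p-value was 4.9e-25 with the replicate block and 1.0e-28 without it, whereas fry gave 0.222, and the mean correlation of same-numbered libraries was 0.399. With the germline subset as a covariate over the 6 libraries, 44.7% of the group difference was left without the replicate block and 31.8% with it. The germline and eggshell set, which marks the ovary, was lower by a smaller amount, with 48 of 59 genes lower and a mean of -0.45. Its pairs gave -0.33, -0.96 and -0.08. Its adjusted limma camera p-value was 9.2e-07 with the block and 7.5e-06 without it. A germline subset of 27 of these genes had a mean of -0.69 with an adjusted limma camera p-value of 4.2e-09. An eggshell subset of 22 had a mean of -0.23 with 0.240. The subsets do not cover the whole set, and some of its germline genes are in neither.

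The antimicrobial peptide set was also reported as falling. Its mean log2 fold change was -0.87 over 18 genes, of which 16 had a lower estimate, but the pairs disagreed, with -0.49, 2.06 and -3.60, a mean of -0.67 ± 2.84 (SD, n = 3 pairs). The difference was smaller than the spread between pairs. The adjusted limma camera p-value was 0.127 with the replicate block and 0.401 without it, and the mean correlation of same-numbered libraries was 0.399. Replicate 3 of FB-GAL4 held 2457 counts of CecA1 against 81 and 47 in replicates 1 and 2, and FB-Dp110DN held 21, 205 and 79. CecA1 had a log2 fold change of -1.60 (SE 1.36), CecA2 of -3.11 (SE 0.98), AttD of -2.25 (SE 1.08) and edin of -1.84 (SE 2.58). Their edgeR adjusted p-values were 0.461, 0.153, 0.233 and 0.652. The direction of the set, of CecA1 and of edin reversed when replicate 3 was left out. AttD shrank to a log2 fold change of -0.13 in that fit, and CecA2 was not among its tested genes. Cecropin genes may share reads.

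**Figure D3:**
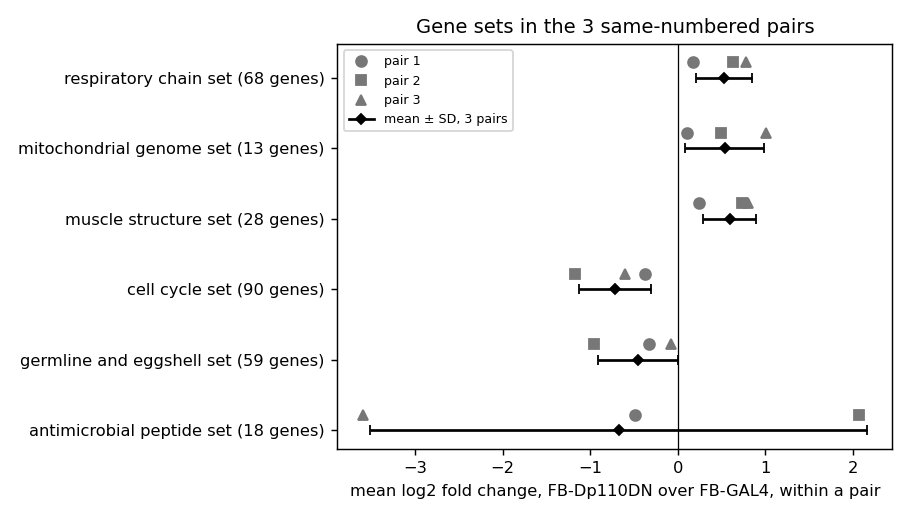
Mean log2 fold change of FB-Dp110DN over FB-GAL4 (x axis) for 6 gene sets (y axis), with a grey symbol for each of the 3 same-numbered pairs and a black diamond with a bar for their mean ± SD. The respiratory chain, mitochondrial genome and muscle sets are above 0 in all 3 pairs, the cell cycle and germline and eggshell sets below 0 in all 3, and the antimicrobial peptide set runs from -3.60 to 2.06.

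The fly counterparts of 6 genes that the study lists as shared with mouse adipocytes were read from the same fit. The genes mAcon1, Ald1, mt:ND5, AcCoAS and Pect were higher, with log2 fold changes of 0.76 (SE 0.21), 0.75 (SE 0.24), 0.60 (SE 0.21), 0.51 (SE 0.22) and 0.38 (SE 0.14). The gene sn was lower, with a log2 fold change of -0.59 (SE 0.19). Each had the same sign in all 3 pairs. None passed an edgeR adjusted p-value of 0.05 over all tested genes, and over the 10 study genes alone the lowest adjusted p-value was 0.0579. The count past the threshold was 0 in both cases. In the DESeq2 Wald test with the same block, mAcon1, Ald1 and mt:ND5 passed, with adjusted p-values of 0.00255, 0.00420 and 0.0278, and AcCoAS, Pect and sn did not. Without the block the lowest adjusted p-value over the 10 genes was 0.109, at a mean correlation of same-numbered libraries of 0.399.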

Values the study reported

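The study reported that 723 genes were differentially expressed when Dp110DN was overexpressed in the fat body. It also gave an approximately 7-fold higher mRNA level of the Dp110DN transgene than of the endogenous Dp110 gene.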

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

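The number of called genes depended on the tool and on the libraries, and was the same under both scalings. The direction of genes at an unadjusted p-value under 0.05 did depend on the scaling, with 52.3% of them higher under TMM and 60.4% under DESeq2 size factors. Against 3 called genes (3 higher, 0 lower, 2717 at an unadjusted p-value under 0.05), DESeq2 size factors gave 3 and at least 10 counts in every library gave 2. Among alternatives added after the data were seen, the legacy edgeR test and limma-voom gave 3 and the robust edgeR test gave 4. Without the replicate block the counts were 0 differing and 0 higher, with 2551 genes at an unadjusted p-value under 0.05. Without a filter there were 5, of which 1 was lower. At an adjusted p-value under 0.1 there were 6, with 5 higher and 1 lower, and under 0.001 there were 0 differing and 0 higher. The DESeq2 Wald test gave 969, with 617 higher and 352 lower. Across the 3 fits that each left out one replicate pair, the count ran from 0 to 862, with 0 to 383 higher and 0 to 479 lower. The high values came without replicate 3, where the estimated prior degrees of freedom were infinite and every gene received a shared quasi-dispersion, against 4.10 with all libraries. Of those 862 genes, 435 were also called by DESeq2 on all libraries. The fits without replicate 1 and without replicate 2 had 2281 and 1337 genes at an unadjusted p-value under 0.05.

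The genes that entered under the looser settings were chosen after their values were seen. Klp54D, TotC and Jon66Ci passed an adjusted p-value of 0.1, and Klp54D and Jon66Ci passed 0.05 without a filter. In FB-Dp110DN, Jon66Ci had 1, 2 and 1 counts, so its group mean is given as at least 13.5-fold lower. The FB-GAL4 libraries held 100, 18 and 25 counts, so the control mean rests largely on replicate 1 and the bound is not one for each pair. The log2 fold change of Jon66Ci without a filter was -4.68. Reads shared with related proteases were not examined.

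The log2 fold change of Pi3K92E kept its direction in all 11 alternatives and ran from 2.66 to 3.63 across the fits that left out a replicate pair. It passed the threshold without replicate 3 and under the DESeq2 Wald test, where it was 3.08, and its adjusted p-values ran from 1.8e-32 to 0.388.

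Under fry no set passed the threshold. The means are the same by construction, 0.53 for the respiratory chain, 0.54 for the mitochondrial genome, -0.72 for the cell cycle, 0.59 for muscle structure and -0.45 for germline and eggshell, and the lowest adjusted p-value among them was 0.222. In the other alternatives these 5 sets kept their direction and their side of the threshold. Across the fits without a replicate pair the respiratory chain ran from 0.41 to 0.74, the mitochondrial genome from 0.30 to 0.80, the cell cycle from -0.86 to -0.49, muscle structure from 0.49 to 0.80 and germline and eggshell from -0.63 to -0.20. The antimicrobial peptide set ran from -2.44 to 1.03. It was reversed without replicate 3, as were CecA1, which ran from -3.50 to 0.41 across these fits, and edin, which ran from -6.06 to 1.79, and it passed the threshold in both directions, lower without replicate 2 and higher without replicate 3, where its adjusted limma camera p-value was 0.0166. The reversed edin value had an edgeR adjusted p-value of 0.00791, in a range of 0.00791 to 0.835 over its alternatives. The adjusted p-values of the set ran from 2.0e-05 to 0.712, and the cause was not tested beyond the library values given above.

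Among the 13 named genes other than Pi3K92E, 138 combinations of gene and alternative were run, of which 123 kept direction and side of the threshold, 4 gained the threshold, 9 lost it and 2 reversed. CecA2 had no adjusted p-value under the DESeq2 Wald test and was counted there as not past the threshold. The 4 gains were mAcon1, Ald1 and mt:ND5 under the DESeq2 Wald test, and sn in the edgeR fit without replicate 3. In that fit sn had a log2 fold change of -0.80 and an edgeR adjusted p-value of 0.0129. The 9 losses were Lime, Marc and TotA, each without the block, without replicate 1 and without replicate 2. Lime had under 10 counts in a control library and was not tested under the filter on every library. AttD, CecA2 and edin were not tested under that filter either, and CecA2 was also not tested without replicate 3.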

Other observations

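All tests in this part were chosen after the results they bear on had been seen.

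Other splits of the libraries were compared with the real one. The splits that part all 3 same-numbered pairs number 4, so the smallest share is 0.25 and this count could not have separated any result from a chance split. The other splits differ by swapping the libraries of a single pair, and each keeps the real contrast in the other pairs. For the count of called genes, 1 of the 4 splits, the real one, gave as many genes. At an unadjusted p-value under 0.05 the real split held 2717 genes, against 87, 158 and 327 with pair 1, 2 or 3 swapped. For the absolute set mean, 1 of 4 splits was as large for the respiratory chain, mitochondrial genome, cell cycle, muscle structure and germline and eggshell sets, and 3 of 4 for the antimicrobial peptide set. Swapping the libraries of pair 1 gave the respiratory chain set a limma camera p-value of 4.8e-18, below the 3.8e-16 of the real split, at an absolute mean of 0.42, while swapping pair 2 gave 0.0102 and swapping pair 3 gave 0.906. Pair 1 has the smallest respiratory chain difference of the 3 pairs. Other sets also had a lower limma camera p-value in a swapped split. The mitochondrial genome set gave 3.0e-06 with pair 1 swapped, against 1.3e-04 in the real split. The germline and eggshell set gave 1.3e-10 with pair 3 swapped, against 3.3e-07. The antimicrobial peptide set gave 1.6e-32 with pair 2 swapped, against 0.0907. For the cell cycle and muscle structure sets the real split had the lowest value.

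The rise of respiratory chain genes may reflect the share of muscle in the dissected tissue, since the muscle structure set rose by a similar amount in the same pairs. With the mean log2 CPM of the muscle set as a covariate over the 6 libraries, the group difference fell from 0.53 to 0.27, and 50.3% of it was left. The level set for this explanation was under 50%, so this value lies at the border. The slope of 0.44 in this fit also follows differences between replicates, and replicate 3 of both groups held the largest muscle share. With the replicate block added, the slope on the muscle set was 1.03 and the remaining group difference was -0.08, or -14.7% of the unadjusted one. That fit is a line through 3 pair differences with 1 residual degree of freedom, so it cannot decide, and a covariate that itself differs between the groups also removes a change that both sets share. The rise cannot be told apart from muscle share. Gene length was tested with 10000 random sets matched on exonic length and expression, since the respiratory chain genes are short, with a median of 848.5 bases against 2014 over all genes. The matched sets had a mean of 0.20, with 95% of them between 0.12 and 0.28, below the 0.53 of the set. Short and highly expressed genes therefore rose as a class, and the set rose beyond them. A response of the fat body to lowered Dp110 activity remains a hypothesis beside muscle share.

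The fall of cell cycle genes may come from the share of ovary in the dissections. Ovary markers were well expressed in every library. The mean log2 CPM over the 6 libraries ran from 4.44 to 5.75 for the germline subset and from 5.99 to 7.05 for the eggshell subset. Which part of the cell cycle counts came from fat body cells was not measured. With the germline subset as a covariate, the group difference went from -0.72 to -0.32, and 44.7% was left, under the level of 50%. With the replicate block added it was -0.23, and 31.8% was left, again with 1 residual degree of freedom. A covariate that itself differs between the groups also removes a change that both sets share, so the test leaves ovary share open without showing it. Late egg chambers gave no support, since the eggshell subset had an adjusted limma camera p-value of 0.240. Length-matched sets had a mean of -0.024, so gene length did not account for the fall. The pattern cannot be told apart from ovary share.

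The fall of antimicrobial peptide genes is a candidate single-pair effect. Without the pair of replicate 3 the set mean was 1.03. That value follows from the pair means of -0.49, 2.06 and -3.60, so it is not a separate test. It rests on pair 2, since pair 1 was negative. An infection or another condition of the control flies of replicate 3 could give the low value of pair 3, and the labels do not speak to this.

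Several of the rising genes are neighbours on arm 2R. Among the 50 genes of smallest p-value with a position, 6 lay within a window of 100 tested genes in BDGP6 gene order, and all 6 were higher. They are Marc, PCB, Lime, egr, Elp2 and CG12934, of which PCB, egr, Elp2 and CG12934 were chosen after their values were seen. A window at least as dense arose in a share of 0.0044 of the shuffles of the gene order (10000 shuffles). The most in a window of another arm was 5, on 3R. Over 9 combinations of list size and window size, the densest window was on 2R in 7, and in 5 it was both on 2R and at a shuffle p-value under 0.05, the values running from 0.002 to 0.11. In the other 2 combinations, both of the 25 genes of smallest p-value, the densest window was on 3R with shuffle p-values of 0.009 and 0.003. Both 3R windows held Pi3K92E, on which the transgene reads are counted, and the Turandot genes TotA, TotC and TotX, and the wider of them also held MFS9. TotX and MFS9 were named after their values were seen. The study's methods place the transgene on chromosome 2 in flies that had been backcrossed, so donor DNA left around the insertion may have brought in expression differences of its own. The mean log2 fold change of the 6 genes was 1.93, 2.21 and 2.05 in pairs 1, 2 and 3, while Pi3K92E fell to 1.87 in pair 3 from 3.46 and 3.79, but the block model favours genes with even differences between pairs, so this evenness does not show that they were independent of the transgene level. Since the cluster had been seen before this test, and the insertion site was not analysed here, linked DNA and a response to Dp110 cannot be told apart. Lime and Marc, 2 of the 3 called genes, fall in this window.

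Other hand-written sets gave further values. The Turandot set had a mean log2 fold change of 1.81 over 4 genes, higher in all 3 pairs at 2.16, 1.80 and 1.45, with an adjusted limma camera p-value of 1.2e-04 and an adjusted fry p-value of 0.0675. A set of FOXO target genes had a mean of 0.40 over 10 genes with an adjusted limma camera p-value of 0.0121, and the neuron markers a mean of 0.40 over 17 genes with 4.7e-04. The gut protease markers had a mean of 0.021 over 28 genes with an adjusted limma camera p-value of 0.441.

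In the authors' deposited table, 983 genes had an adjusted p-value under 0.05, 631 of them higher in FB-Dp110DN and 352 lower once its sign is turned. In the authors' deposited table, 28 genes had an adjusted p-value under 0.001 and 1727 under 0.1. DESeq2 with the replicate block called 968 of the 983.

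The edgeR quasi-likelihood test with the replicate block called 3 genes. That is lower than the number quoted from the study above. DESeq2 with the same block called 969 genes. That is higher than the number quoted from the study above. The study's text does not give the threshold behind its number, so these counts may not rest on the same threshold.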
